A study of Homo sapiens with 16 samples. Its data were reported in "Itraconazole targets cell cycle heterogeneity in colorectal cancer" (2018).

How the data were processed

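RNA sequencing was measured in 16 libraries from 2 colorectal cancer cell lines, HT55 and SW948. Each line was treated with itraconazole at 5 µM or with its solvent, DMSO, and RNA was taken at day 6. The labels give 4 replicates for each of the 4 combinations of line and treatment. All 16 libraries were used.

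The authors extracted RNA with a column kit, made TruSeq libraries and sequenced them as single-end reads of 50 bp. They aligned the reads to the human genome (hg19) and deposited 1 file of raw read counts per gene for each library. The aligner, the counting program and the release of the gene annotation are not stated. Each deposited count file lists 54127 Ensembl gene identifiers and ends with 5 totals of reads outside genes. These totals have the form that htseq-count writes, so a read with more than one alignment was set apart and not counted in any gene. Genes with near-identical copies therefore lose reads, and their values are uncertain. The counts were not normalised by the authors in the deposited files. For the study itself the authors tested the counts with DESeq.

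Symbols, gene types and coordinates came from the GENCODE annotation mapped to GRCh37 and a table of gene names. A symbol was found for 47098 identifiers, which held 97.8% of the gene counts. No library had a count for 27946 identifiers. Coordinates are 1-based on GRCh37 (hg19).

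Gene counts per library ran from 8269406 to 11110814. At this depth a gene with a few counts in total gives no usable fold change, and such genes were reported as counts. Intervals and spreads were taken over the 4 replicates. The reads carried no molecular identifiers, so a count is not a count of independent molecules.

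The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Each line was fitted by itself on its 8 libraries with TMM normalisation, the filterByExpr filter and no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The standard error of a log2 fold change was derived from the fold change and the F statistic of the test. The interaction of line and treatment was tested on all 16 libraries with the same tool. Counts were scaled to CPM, the count per 1000000 gene counts, computed from the TMM-scaled library sizes, and for genes below the filter from the plain totals. The principal components and the correlations between same-numbered libraries used plain library totals for all genes.

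Gene set scores were computed for 8 sets. The sets covered Wnt targets, Hedgehog signalling, S phase, G2/M, senescence, colon differentiation, sterol synthesis and autophagy with lysosome. The members were written from general knowledge and are not the lists used by the study. A score was the mean over the set's genes of log2 CPM (prior count 2), each gene centred on its mean over the 8 libraries of the line. Treated and control scores were compared by a two-sided exact permutation test over the 70 assignments of 4 against 4. The smallest p this design can give is 0.0286. The 16 score tests were adjusted by the Benjamini-Hochberg method. The side of the threshold was read from the raw exact p. The limma 3.58.1 function camera, with a correlation between genes of 0.01, tested each set against all other genes and tested the interaction.

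Genes are named in the text by a fixed rule. The first part is a list of 23 genes that the study discusses, with sterol genes added, of which 1 is not reported here. The second part is, in each line, the 5 genes that rose most and the 5 that fell most. These had a symbol, an adjusted p under 0.05, a mean log2 CPM of at least 3, and all 4 treated libraries beyond all 4 controls. The third part is the 3 genes with the largest interaction among genes changed in opposite ways, with a mean log2 CPM of at least 3 in both lines. The groups, designs, sets, named genes and the alternatives not marked otherwise were fixed before the data were examined.

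Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, at least 10 counts in every library, an adjusted p under 0.01, and a minimum absolute log2 fold change of 1. Further alternatives were a block by replicate number, leaving out each library in turn, leaving out the 20 genes with most counts and the mitochondrial genes, and 1 fit on all 16 libraries. For scores, a prior count of 0.5, the median over genes and camera were tried. After the data had been seen, a correction of each library's trend with GC content and transcript length was added, with and without the block. GC content and length were known for 97.7% of the genes tested in HT55 and 97.8% in SW948. Scores without the top and mitochondrial genes were also added then. So were the edgeR tests and the set scores on plain library totals, with no normalisation factor. The TMM factors differed between groups, at 1.06 ± 0.004 in HT55 DMSO against 0.945 ± 0.042 in HT55 itraconazole, and 1.12 ± 0.011 in SW948 DMSO against 0.892 ± 0.045 in SW948 itraconazole (SD, n = 4). TMM and DESeq2 size factors both assume that most genes do not change.

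The tests were tested on simulated data with 200 changed genes drawn into the real libraries' means and sizes. The test recovered 88.5% of the changed genes in HT55, 99.5% in SW948 and 79% for the interaction. Of the genes called there, 6.8%, 8.3% and 3.7% were false. The simulated changes were at least 1 on the log2 scale. In the data the changed genes had a median absolute change of 0.57 in HT55 and 0.82 in SW948. Only 200 genes were changed in the simulation, while 54.0% and 80.2% of the genes tested changed in the data. It thus does not show recovery of smaller changes, nor whether TMM holds when most genes change. Replicates were compared before averaging, and no pair of libraries within a group was identical. The chi-square of counts per degree of freedom is larger for pairs that differ more. It ran from 1.442 to 2.369 in HT55 DMSO and from 4.929 to 41.231 in HT55 itraconazole. In SW948 it ran from 2.506 to 4.991 in DMSO and from 3.807 to 22.054 in itraconazole. Treated replicates thus mostly differed more than controls. Tables and permutation tests were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.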

Results

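Itraconazole is an azole antifungal that has been studied for effects on Hedgehog signalling. RNA sequencing was used to ask which genes change when it is given to HT55 and SW948, established human colorectal cancer cell lines. There were 4 libraries in each of 4 groups: HT55 with DMSO, HT55 with itraconazole, SW948 with DMSO and SW948 with itraconazole. The dose was 5 µM and the time point was day 6. Mean gene counts per library were 8987162 ± 507623 (SD, n = 4) in HT55 DMSO and 9715676 ± 834923 (SD, n = 4) in HT55 itraconazole. They were 10126730 ± 934378 (SD, n = 4) in SW948 DMSO and 9415607 ± 691383 (SD, n = 4) in SW948 itraconazole. The labels give no sequencing batch, so no relation could be recomputed within batches.

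The libraries separated first by line and then by treatment. The first principal component of log2 CPM, here on plain library totals, held 65.3% of the variance and parted the lines. The second held 26.4% and parted treated from control libraries within each line. In HT55, controls lay between 13.09 and 14.54 on this component and treated libraries between -43.6 and -11.49. Replicate 3 of the treated HT55 libraries was the one at -11.49, nearest to the controls. In SW948, controls lay between 62.64 and 63.71 and treated libraries between -57.86 and -32.91.

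**Figure D1:**
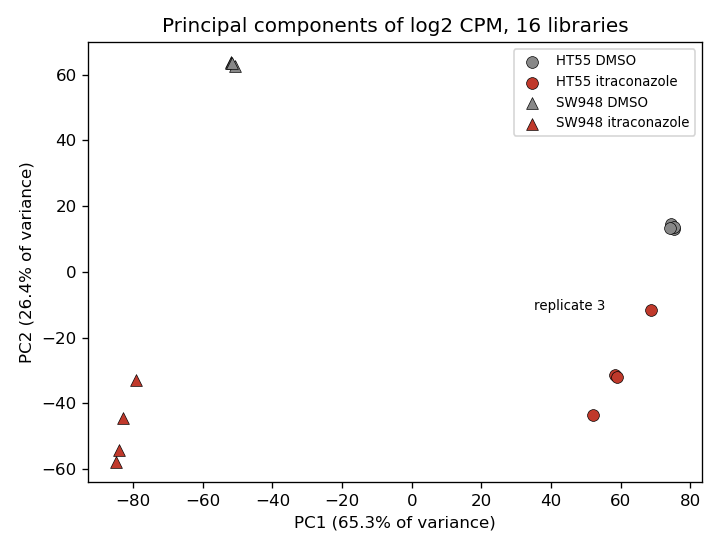
Principal components 1 and 2 of log2 CPM on plain library totals for the 16 libraries (each axis with its percent of variance). Circles are HT55, triangles SW948, grey DMSO and red itraconazole. Treated libraries of both lines lie lower on the second component than their controls, and HT55 itraconazole replicate 3, at -11.49, lies nearest to its controls.

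The first comparison asked which genes respond to itraconazole within each line. In HT55, 12133 genes were tested and 6553 (54.0%) changed at an adjusted p under 0.05 in edgeR, of which 3340 rose and 3213 fell. In SW948, 12505 genes were tested and 10030 (80.2%) changed, of which 4865 rose and 5165 fell. The median absolute log2 fold change of the changed genes was 0.57 in HT55 and 0.82 in SW948. The alternative that moved these counts most was a minimum absolute log2 fold change of 1, which left 1169 genes in HT55 and 4001 in SW948. The balance of rises and falls depended on the scaling. On plain library totals, with no normalisation factor, 2279 genes rose and 4710 fell in HT55, and 3145 rose and 6832 fell in SW948. The replicate numbers are shared by the groups in the labels, and with the number as a block 6300 genes changed in HT55 and 9973 in SW948. The pairing is taken from the labels. Libraries with the same number had a mean correlation of deviations of 0.040 in HT55, against -0.012 for other numbers (one-sided exact permutation p = 0.292 over 24 pairings). In SW948 the values were 0.081 and -0.024 (one-sided exact permutation p = 0.208). Number 3 had the highest value in both lines, 0.215 in HT55 and 0.234 in SW948.

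The second comparison asked how far the lines share a response. Of 11448 genes tested in both lines, 5274 changed in both, and 4512 of these (85.6%) went the same way. That was 2276 genes that rose in both lines and 2236 that fell in both. The other 762 went in opposite ways, with 464 that rose in HT55 and fell in SW948 and 298 that did the reverse. If changes in the lines were independent, 5014 genes changed in both would be counted. Across genes, the log2 fold changes of the lines had a Pearson r of 0.623 and a Spearman rho of 0.614. Genes are not independent replicates, so no p was computed for these. With the replicate block, 4395 genes went the same way and 699 in opposite ways.

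**Figure D2:**
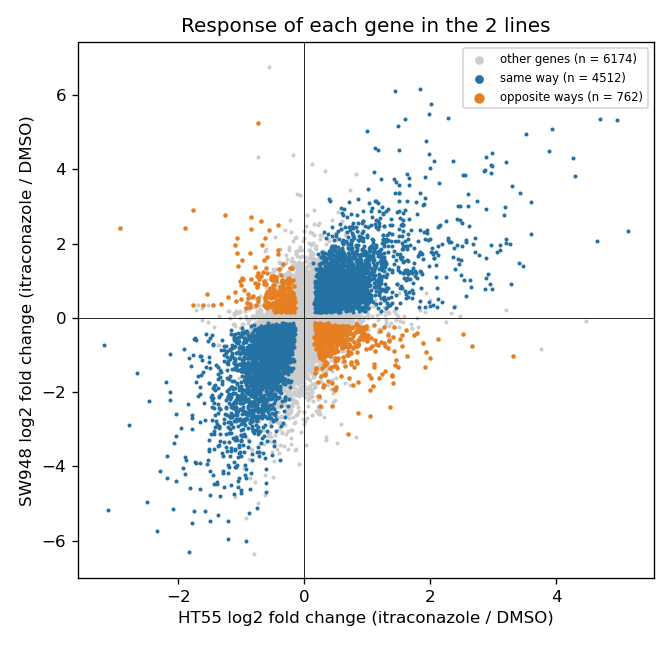
Log2 fold change (itraconazole over DMSO) in HT55 on the horizontal axis and in SW948 on the vertical axis, 1 point per gene tested in both lines. Blue points are the 4512 genes changed the same way, orange points the 762 changed in opposite ways, and grey points the other genes.

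The difference between the responses was then tested directly. Of 13249 genes, 7141 had an interaction of line and treatment at an adjusted p under 0.05 in edgeR, and 7037 did with the replicate block. Of the 6726 such genes that were tested in both lines, 5496 (81.7%) had the larger absolute change in SW948.

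Wnt signalling was one of the pathways of the study's question. LGR5 (chromosome 12, 71833578 to 71980090, plus strand, protein coding, GRCh37) fell from 25.7 ± 2.15 to 7.34 ± 2.62 CPM in HT55 (SD, n = 4), a log2 fold change of -1.79 ± 0.20 (SE, edgeR adjusted p = 5.79e-05). In SW948 it fell from 20.3 ± 0.311 to 3.05 ± 0.777 CPM (SD, n = 4), a log2 fold change of -2.70 ± 0.15 (SE, edgeR adjusted p = 1.23e-09). AGR2 (chromosome 7, 16831435 to 16873057, minus strand, protein coding) had log2 fold changes of -1.71 in HT55 and -3.92 in SW948 (edgeR adjusted p = 3.26e-05 and 2.07e-11). PTK7 (chromosome 6, 43044045 to 43129457, plus strand, protein coding) went in opposite ways. Its log2 fold change was -0.61 ± 0.085 (SE) in HT55 and 0.35 ± 0.082 (SE) in SW948 (edgeR adjusted p = 0.000216 and 0.00146). On plain library totals the SW948 value of PTK7 was 0.022 and did not pass (adjusted p = 0.849). AXIN2 had a log2 fold change of -0.50 in SW948 (edgeR adjusted p = 0.000177), and its change of -0.34 in HT55 did not pass (adjusted p = 0.116). With the replicate block the HT55 value was -0.39 and did pass (adjusted p = 0.034). EPHB2 fell in both lines, with log2 fold changes of -0.34 in HT55 and -0.19 in SW948 (edgeR adjusted p = 0.0211 and 0.049). The SW948 change did not pass with DESeq2 (adjusted p = 0.112) or with the GC and length correction (adjusted p = 0.142). It passed in 2 of the 8 fits that each left out 1 library, and the HT55 change passed in 3 of 8. SOX9 rose in SW948 with a log2 fold change of 0.75 (edgeR adjusted p = 1.41e-07) and did not pass in HT55 (log2 fold change -0.19, adjusted p = 0.0679). The HT55 value of SOX9 was -0.35 and did pass on plain library totals (adjusted p = 0.0113).

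The Hedgehog genes GLI1, GLI2, GLI3 and SMO had too few counts for the test across genes. GLI1 had 4 counts over the 4 HT55 controls and 0 over the 4 treated libraries (two-sided exact permutation p = 0.143). In SW948 it had 25 counts over the controls and 1 over the treated libraries, or 0.617 ± 0.303 against 0.0286 ± 0.0572 CPM (SD, n = 4; two-sided exact permutation p = 0.0286, the smallest this design can give). GLI2 and GLI3 had at most 2 counts in total over the 4 libraries of any group, and a change in them was not detectable at this depth. SMO had 23 counts over controls and 16 over treated libraries in HT55 (two-sided exact permutation p = 0.229), and 5 and 1 in SW948 (two-sided exact permutation p = 0.114). PTCH1 (chromosome 9, 98205262 to 98279339, minus strand, protein coding) rose in HT55 with a log2 fold change of 0.55 (edgeR adjusted p = 0.0385) and fell by 0.57 on the log2 scale in SW948 (edgeR adjusted p = 0.000321). The HT55 rise of PTCH1 was 0.39 and did not pass with the GC and length correction (adjusted p = 0.129). It was 0.40 and did not pass on plain library totals (adjusted p = 0.148), and it passed in 3 of the 8 fits that each left out 1 library. SUFU did not pass in either line (edgeR adjusted p = 0.117 and 0.577), and its SW948 value changed direction on plain library totals, to -0.25 (adjusted p = 0.106).

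Cell cycle and arrest genes were compared next, and GDF15 with them. MKI67 fell in both lines, with log2 fold changes of -0.31 in HT55 and -0.92 in SW948 (edgeR adjusted p = 0.0143 and 2.01e-06). CDKN1A rose in both lines, with log2 fold changes of 0.48 and 1.56 (edgeR adjusted p = 0.00677 and 1.56e-06). The HT55 rise of CDKN1A was 0.32 and did not pass on plain library totals (adjusted p = 0.0702). CDKN1C (chromosome 11, 2904443 to 2907005, minus strand, protein coding) rose from 8.0 ± 0.759 to 17.9 ± 0.280 CPM in HT55 (SD, n = 4) and from 2.43 ± 0.381 to 56.3 ± 17.7 CPM in SW948 (SD, n = 4). Its log2 fold changes were 1.16 ± 0.11 and 4.52 ± 0.24 (SE, edgeR adjusted p = 1.92e-05 and 1.08e-09). CDKN2D rose in both lines (log2 fold change 0.35 and 2.16, edgeR adjusted p = 0.0408 and 1.86e-08), but in HT55 it did not pass with the replicate block (adjusted p = 0.059) or on plain library totals (adjusted p = 0.228). GDF15 had log2 fold changes of 1.25 and 2.11 (edgeR adjusted p = 1.94e-05 and 2.41e-07).

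Among differentiation genes, KRT20 rose in HT55 and in SW948, with log2 fold changes of 1.13 and 0.37 (edgeR adjusted p = 0.000112 and 0.000373). On plain library totals the SW948 value of KRT20 was 0.037 and did not pass (adjusted p = 0.546). CDX2 rose by a log2 fold change of 0.43 in HT55 and fell by 0.88 in SW948 (edgeR adjusted p = 0.000571 and 0.000166). MUC2 rose in SW948 (log2 fold change 0.68, edgeR adjusted p = 3.11e-05) and had from 2 to 6 counts per library in both HT55 groups, below the filter.

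Sterol genes rose in both lines. CYP51A1 (chromosome 7, 91714301 to 91764117, minus strand, protein coding) had log2 fold changes of 0.62 ± 0.11 and 2.93 ± 0.14 (SE, edgeR adjusted p = 0.00104 and 3.69e-10). HMGCS1 had values of 1.10 and 3.94 on the same scale (edgeR adjusted p = 0.000508 and 7.07e-12).

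**Figure D3:**
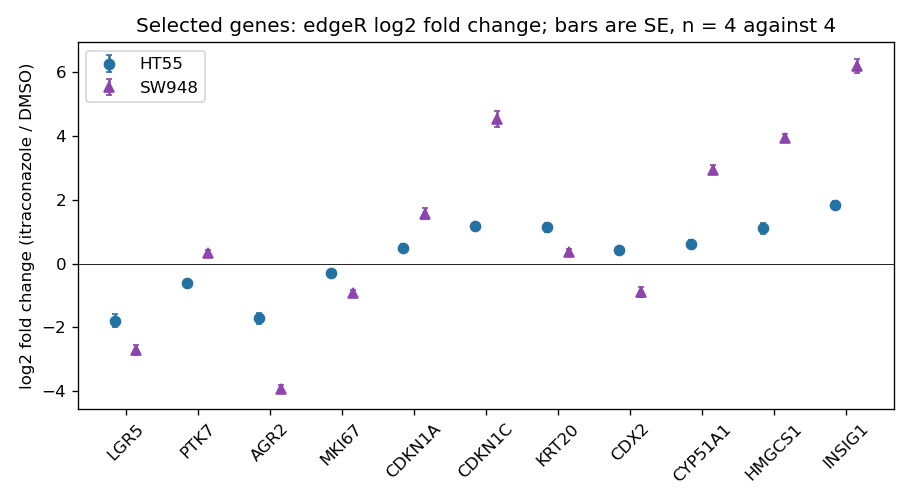
Log2 fold change (itraconazole over DMSO) of 11 genes from edgeR, circles for HT55 and triangles for SW948, with bars of 1 SE from 4 treated and 4 control libraries. PTK7 and CDX2 lie on opposite sides of 0 in the lines, and INSIG1 is the highest point, at 6.18 in SW948.

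The genes with the largest changes were also listed, among those that met the stated rule, which asks for a mean log2 CPM of at least 3. In HT55 the 5 that rose most were AKR1C1, PALM3, DUSP5, SLC26A3 and FBXO2, with log2 fold changes of 4.69, 3.93, 3.89, 3.76 and 3.61. SLC26A3 (chromosome 7, 107405912 to 107443670, minus strand, protein coding) went from 531 ± 44.2 to 7170 ± 859 CPM (SD, n = 4; edgeR adjusted p = 3.87e-08). The 5 that fell most in HT55 were FGF19, NIBAN1, MYH7B, MAP1B and HAS2, with log2 fold changes of -2.92, -2.50, -2.44, -2.32 and -2.13. In SW948 the 5 that rose most were INSIG1, AKR1C1, ALDOC, MSMO1 and CDKN1C, with log2 fold changes of 6.18, 5.36, 4.96, 4.76 and 4.52. INSIG1 (chromosome 7, 155089486 to 155101945, plus strand, protein coding) went from 39.2 ± 8.65 to 2840 ± 747 CPM (SD, n = 4; edgeR adjusted p = 4.31e-11). The 5 that fell most in SW948 were FAM111B, ZNF780B, ARFRP1, LINC00941 and CUTALP, with log2 fold changes of -4.55, -4.24, -4.19, -4.09 and -4.01. LINC00941 is a long noncoding RNA and CUTALP a pseudogene. NIBAN1 (-4.95) and PALM3 (5.09) also changed steeply in SW948 but did not meet the rule there. AKR1C1 and ZNF780B have close paralogs, and reads that align to more than one copy were not counted, so their values are uncertain.

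The 3 genes with the largest interaction among those changed in opposite ways, with a mean log2 CPM of at least 3 in both lines, were ARRDC3, TPPP and SLC6A20. FGF19 lay below that level in SW948, where it went from 1.89 ± 0.269 to 10.3 ± 0.621 CPM (SD, n = 4). It also went in opposite ways and had a larger interaction, with log2 fold changes of -2.92 in HT55 and 2.43 in SW948 (edgeR adjusted p = 3.37e-06 and 5.23e-09). ARRDC3 (chromosome 5, 90664448 to 90679134, minus strand, protein coding) had log2 fold changes of -1.90 in HT55 and 2.42 in SW948. TPPP (chromosome 5, 659977 to 693467, minus strand, protein coding) had values of -0.70 and 2.60. SLC6A20 (chromosome 3, 45796941 to 45838066, minus strand, protein coding) had values of 2.52 and -0.44. All 6 changes of ARRDC3, TPPP and SLC6A20 passed in edgeR, with adjusted p = 6.86e-05 and 3.54e-07, 0.00469 and 2.59e-09, and 3.22e-06 and 0.000698.

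Set scores summarised pathways that the study discusses, and sterol synthesis, which was added here. Treated minus control, on the log2 scale, the S phase score differed by -0.72 in HT55 and -1.37 in SW948. The G2/M score differed by -0.31 in HT55 and 0.21 in SW948. The Wnt target score differed by -0.58 in HT55 and -0.26 in SW948. The senescence score rose by 0.28 and 0.56, the sterol synthesis score by 0.86 and 2.42, and the autophagy and lysosome score by 0.55 and 0.50. The study's own pathway analysis found no evidence of a change in autophagy. The set used here joins autophagy with lysosome genes, so its score cannot tell them apart. The colon differentiation score differed by 0.74 in HT55 and -0.25 in SW948. The Hedgehog score differed by -0.96 in SW948 over 8 genes. For each of these 15 comparisons all 4 treated libraries lay on one side of all 4 controls (two-sided exact permutation p = 0.0286, adjusted 0.0305). The Hedgehog score in HT55, over 7 genes, differed by -0.059, within the spread of replicates (two-sided exact permutation p = 0.486). The alternative that moved a score most relative to its size was the use of plain library totals, under which the HT55 Hedgehog score was -0.22 (two-sided exact permutation p = 0.143). On plain library totals the SW948 G2/M score changed direction, to -0.115 (two-sided exact permutation p = 0.4). Other scores kept their direction there but changed in size. The SW948 Wnt score was -0.584 and the SW948 differentiation score -0.568. The senescence score was 0.115 in HT55 and 0.23 in SW948, and the SW948 autophagy score 0.166 (two-sided exact permutation p = 0.0286 for each). Without treated replicate 3 the HT55 Hedgehog score was -0.13 and did pass (two-sided exact permutation p = 0.0286). With the median over genes the SW948 differentiation score changed direction, to 0.018. Tested against all other genes with camera, the Wnt (adjusted p = 0.497), differentiation (adjusted p = 0.95) and Hedgehog (adjusted p = 0.0997) sets of SW948 did not pass. The mean paired differences by replicate number, with the pairing taken from the labels, equal the differences of group means, since each number occurs once per group. The paired differences had an SD of 0.33 in HT55 and 0.040 in SW948 for S phase.

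**Figure D4:**
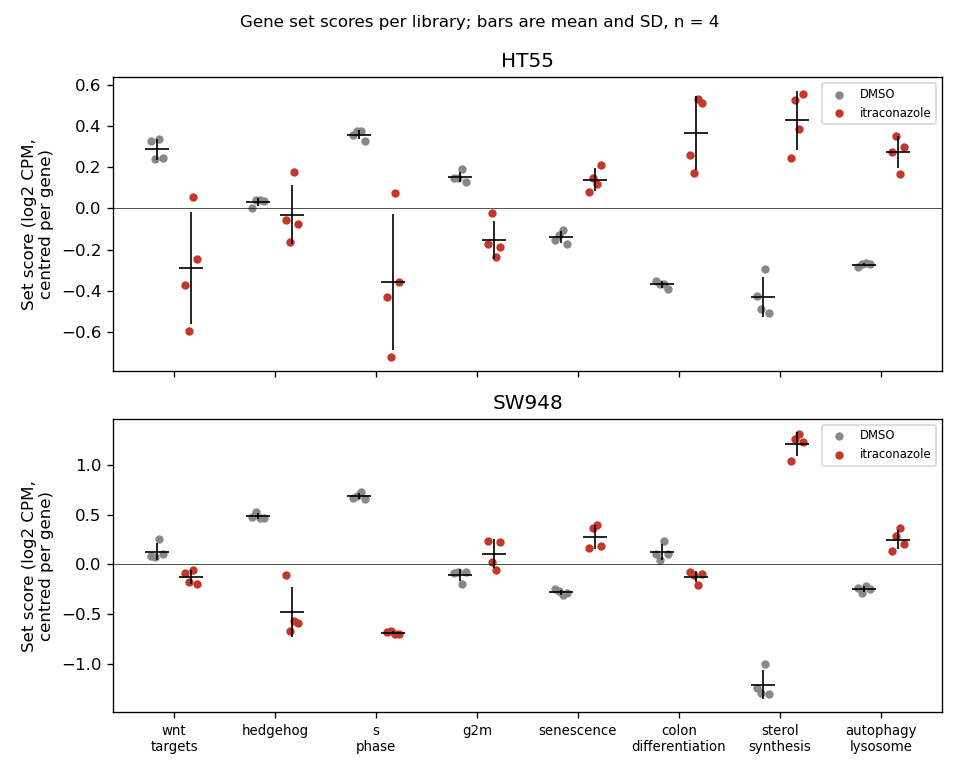
Score of each library for 8 gene sets, HT55 above and SW948 below, in log2 CPM centred per gene, grey for DMSO and red for itraconazole, with bars for the mean and SD of 4 libraries. The sterol synthesis score rises by 0.86 in HT55 and by 2.42 in SW948, and the G2/M score moves in opposite ways with TMM normalisation but is -0.115 in SW948 on plain library totals.

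Of the senescence genes tested, 32 of 55 (58.2%) changed in HT55, 26 of them upwards. In SW948, 52 of 61 (85.2%) changed, 38 of them upwards. The shares among all tested genes were 54.0% and 80.2%.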

Values the study reported

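The study compared its RNA sequencing data with a published list of senescence genes. It reported that 43 of 77 such genes were differentially expressed in SW948 and 24 of 77 in HT55. It also reported that genes listed as raised in senescence tended to rise in both lines, and a gene set enrichment test. Its other evidence was staining for senescence-associated beta-galactosidase and an arrest that remained after itraconazole was removed.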

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

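The tests of explanations in this part were chosen after the results were seen, except the counts over other splits of the libraries.

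Across named genes, set scores and library measures, 200 groups of 4 libraries were examined for a library far from the rest, by the gap to its neighbour as a share of the group's range. The limit was Dixon's critical value for 4 values, and 11 groups passed. By chance about 1 in 20 groups passes, which is 10 here, so the number of such groups is what chance gives. In SW948 controls, replicate 3 was the far library for the G2/M score (share 0.911), CDX2 (0.854), INSIG1 (0.896), ZNF780B (0.844) and ARRDC3 (0.892). In HT55 controls it was replicate 1 for the Hedgehog score (0.836) and replicate 3 for NIBAN1 (0.855). In treated HT55 it was replicate 3 for FGF19 (0.899). In treated SW948 it was replicate 1 for the share of reads with more than one alignment (0.91) and the Hedgehog score (0.83), and replicate 3 for SLC26A3 (0.946).

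For replicate 3 of the SW948 controls, a shift towards the treated profile was tested. Across genes, the Spearman rho between its deviation from controls 1 and 2 and the treated mean minus control 4 was 0.069, which gives no such shift. Its deviation from the other controls followed GC content, with a Spearman rho of 0.46 across genes. A library effect linked to GC content is a candidate explanation, and it is not the only one left. Among the same-numbered pairs of a treated and a control library, number 3 had the highest correlation of deviations across genes in both lines, 0.215 in HT55 and 0.234 in SW948. It also had the highest Wnt score in each of the 4 groups. An effect shared by the libraries numbered 3 was not tested and is not excluded. Genes are not independent replicates, and no biological explanation was tested since the group has 1 treatment.

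The response differed between lines by a direct test for 28 of the 35 named genes that were tested in both lines (interaction in edgeR, adjusted p under 0.05). Many of them were named for a large change in 1 line or for their interaction, so a high share is built in. Among all genes it was 7141 of 13249 (53.9%). Among sterol genes the log2 response in SW948 exceeded that in HT55 by 2.34 for CYP51A1, 2.86 for HMGCS1, 4.38 for INSIG1 and 2.87 for MSMO1. Among arrest genes it was higher by 1.11 for CDKN1A, 3.39 for CDKN1C and 1.84 for CDKN2D. It was also higher by 0.89 for GDF15, 0.99 for PTK7, 0.97 for SOX9 and 5.38 for FGF19. For HAS2, ALDOC, ARRDC3 and TPPP it was higher by 1.18, 1.47, 4.35 and 3.33. The SW948 response minus the HT55 response was -0.89 for LGR5, -2.17 for AGR2, -1.09 for PTCH1, -0.58 for MKI67, -0.73 for KRT20 and -1.29 for CDX2. It was -4.57 for SLC26A3, -2.42 for NIBAN1, -3.47 for FAM111B, -2.76 for ZNF780B, -2.88 for ARFRP1, -2.78 for CUTALP and -2.94 for SLC6A20. The SW948 change of SLC26A3 itself was -0.85 and did not pass (edgeR adjusted p = 0.15), and it was 0.13 without control replicate 3. Among sets tested with camera, the difference was -0.94 for colon differentiation, 0.55 for G2/M, -0.62 for S phase, 0.29 for senescence and 1.59 for sterol synthesis. The Wnt (0.22, adjusted p = 0.376), Hedgehog (-0.82, adjusted p = 0.0828) and autophagy (-0.022, adjusted p = 0.775) sets did not pass.

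Chance and GC content were weighed for these differences. Regrouping the 8 same-numbered pairs of treated and control libraries into 2 sets of 4 gave as many interaction genes in 1 of 35 ways, the real one. The other 34 gave 0 genes, with at most 2732 at an unadjusted p under 0.05. Each of them mixed pairs of both lines, so the line difference entered the spread, which lowers their counts. Removing each library's trend with GC content and transcript length left 7346 interaction genes, and 7161 with the replicate block as well. On plain library totals 7224 remained. Of these, 2295 had the higher response in SW948 and 4929 the lower, against 3292 and 3849 with TMM. The balance of signs thus depended on the scaling, and the signed differences above are those with TMM. The camera difference for G2/M was not tested on plain library totals, where the SW948 score itself was -0.115. Gene counts per library overlapped between the treated groups (8887921 to 10844560 in HT55, 8735044 to 10310379 in SW948). They also overlapped between the controls (8269406 to 9441763 and 9002751 to 11110814). The median absolute difference of the 7141 genes was 0.83 on the log2 scale. Libraries of like depth thus differed by line, which argues against depth for these genes as a set. Reads shared between paralogs were not tested for them. A biological difference between the lines is a candidate explanation that was not told apart from shared reads.

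Among read totals that no comparison used, the share of listed reads with more than one alignment was higher by 3.15 percentage points in treated than in control SW948 libraries. It was 25.98 ± 0.452% against 22.83 ± 0.734% (SD, n = 4; two-sided exact permutation p = 0.0286). In HT55 the difference was -0.623 points (two-sided exact permutation p = 0.486), and the difference between lines was not tested. Depth was weighed first. The totals of listed reads did not differ between the SW948 groups (two-sided exact permutation p = 0.6). A rise of ribosomal protein genes, which share reads with pseudogenes, was weighed next. Their share of gene counts was higher by 0.473 points in treated SW948, but the groups overlapped (two-sided exact permutation p = 0.0857). In HT55 that share differed by -1.17 points (two-sided exact permutation p = 0.0286), in the same direction as the share of reads with more than one alignment. The test used only reads counted in a gene, so this explanation is not excluded. The share of reads that overlapped more than 1 gene went the other way in SW948, from 1.45% to 1.33% (two-sided exact permutation p = 0.0286), and no explanation was tested for it. GC content and other multi-copy transcripts were not tested.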

How the results depend on the processing

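Of the alternatives, those for GC content and transcript length, the scores without the top and mitochondrial genes, and plain library totals were chosen after seeing the data. For the counts of genes, DESeq2 size factors, the DESeq2 Wald test, both filters on low counts, the replicate block, the GC and length correction with and without the block, leaving out the top and mitochondrial genes, plain library totals, and 1 fit on all 16 libraries stayed within 1.5 times the reported counts. Over these settings HT55 gave from 6156 to 7094 genes and SW948 from 8820 to 11330. With the GC and length correction in the same fit as the replicate block, 6212 genes changed in HT55 and 10020 in SW948.

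A minimum absolute log2 fold change of 1 reduced every count. It left 1169 genes in HT55 (6553 reported), 4001 in SW948 (10030 reported), 638 changed the same way (4512 reported), 29 in opposite ways (762 reported) and 2760 with an interaction (7141 reported). Most changes that passed were thus smaller than this minimum. An adjusted p under 0.01 left 366 genes in opposite ways, and the other 4 counts stayed within 1.5 times. Leaving out 1 library at a time gave from 5500 to 7827 genes in HT55 and from 9614 to 10179 in SW948. The highest HT55 count came without treated replicate 3.

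Plain library totals kept the counts near those reported (6989 genes in HT55 and 9977 in SW948) and moved the directions towards falls. The TMM factors differ between treated and control libraries, and both TMM and DESeq2 size factors assume that most genes do not change, while 80.2% of the genes tested changed in SW948. Which scaling is closer to the amounts per cell was not tested.

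Scores kept their direction under every alternative, except G2/M and colon differentiation in SW948. The G2/M score was 0.21 as reported and -0.115 on plain library totals (two-sided exact permutation p = 0.4), and it kept its sign under the other settings. The differentiation score was -0.25 as reported and -0.25 with camera (adjusted p = 0.95). It was -0.084 with at least 10 counts in every library (two-sided exact permutation p = 0.114) and 0.018 with the median over genes. It was larger, at -0.568, on plain library totals (two-sided exact permutation p = 0.0286). The Wnt and Hedgehog scores of SW948, at -0.26 and -0.96, did not pass with camera. The cause was not tested.

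Leaving out 1 library changed the side of the threshold for 5 scores. The HT55 Wnt score ran from -0.69 to -0.47, the HT55 S phase score from -0.86 to -0.60, the HT55 G2/M score from -0.35 to -0.28, the HT55 Hedgehog score from -0.13 to -0.014 and the SW948 G2/M score from 0.17 to 0.27. The ends of these ranges are not where the threshold was lost. The HT55 Wnt score (from -0.59 to -0.56) and S phase score (from -0.73 to -0.71) lost it, with values near those reported, when any 1 control was left out (two-sided exact permutation p = 0.0571), and kept it when any 1 treated library was. The SW948 G2/M score also lost it without any 1 control (from 0.19 to 0.23), and the HT55 G2/M score without control replicate 3 (-0.30). In all 13 fits that lost the threshold, each treated library still lay beyond each remaining control, and the real split was the only 1 of 35 with a difference as large in its own direction. With groups of 3 and 4, 1 or 2 other splits gave one as large in the other direction, which raised the two-sided p to 0.0571, or to 0.0857 for the SW948 G2/M score without control replicate 3. The loss thus came from the two-sided test with unequal groups and not from overlap of the groups. The HT55 Hedgehog score passed without treated replicate 3. That library scored 0.18, above every control, while the other treated libraries lay below every control. Leaving it out thus separated the groups, and why it scored high was not tested.

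Among named genes, 2 changes that were not past the threshold reversed. SUFU in SW948 was -0.25 on plain library totals. Over the fits that each left out 1 library, SUFU in SW948 ran from -0.023, without treated replicate 1, to 0.13. SLC26A3 in SW948 ran from -1.14 to 0.13, the latter without control replicate 3. The counts of SLC26A3 in the SW948 controls ran from 27 to 161, with a mean of 5.86 ± 5.81 CPM (SD, n = 4). The negative value of SLC26A3 thus rested on control replicate 3. Why that control differed was not tested, nor was the cause of the SUFU reversals. Other changes of side over the named genes were 37 weaker and 9 stronger, of which plain library totals gave 5 weaker and 1 stronger. They lay in AXIN2, CDKN1A, CDKN2D, EPHB2, PTCH1 and SOX9 in HT55, and in EPHB2, KRT20, PTK7 and SLC26A3 in SW948. The depth limits GLI1, GLI2, GLI3 and SMO, which were below the filter in both lines, and MUC2 in HT55.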

Other observations

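The tests in this part were chosen after the results were seen, except the sterol test and the splits of the libraries.

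The HT55 and SW948 counts of changed genes were compared with other splits of each line's 8 libraries into 4 and 4. Among the 8 splits that part all same-numbered libraries, 1 gave as many genes in HT55, the real one, and 1 of 8 did in SW948. That share cannot go below 0.05, so chance cannot be excluded this way. Over all 35 splits of a line, the other 34, most of which part fewer same-numbered pairs, gave 0 genes. They gave at most 2806 genes in HT55 and 982 in SW948 at an unadjusted p under 0.05. Each of them mixed treated and control libraries, so the treatment difference entered the spread, which lowers their counts. Removing trends with GC content and transcript length left 6566 changed genes in HT55 and 10078 in SW948, so those trends do not account for the counts.

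A rise of sterol synthesis genes was proposed before the data were examined, because azoles act on a sterol enzyme. The score rose in both lines (two-sided exact permutation p = 0.0286 in each), and 23 of 25 genes rose in each line. With the GC and length trend removed, the smaller of the line differences was 0.89. Without the top and mitochondrial genes it was 0.87, and on plain library totals 0.69. In these settings all treated libraries lay above all controls. A response of the sterol pathway to the drug is a candidate explanation. Mean gene counts per library were higher with treatment in HT55 (8987162 to 9715676) and lower in SW948 (10126730 to 9415607). The ranges of treated and control libraries overlapped in each line, while the scores did not. These values argue against depth as the cause of the sterol score. Shared reads were not tested for it.

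Replicate 3 of the treated HT55 libraries lay nearest to the controls. Over 9398 genes, its change from controls 1 and 2 was regressed on the mean change of the other 3 treated libraries from controls 3 and 4. The slope was 0.58, with a Pearson r of 0.735 across genes, while the other 3 treated libraries had slopes from 0.919 to 1.15. Thinning its reads to the shallowest of the other treated libraries gave a slope of 0.58 as well, so depth does not account for it. Its deviation had a Spearman rho of 0.172 with GC content. A weaker response along the same genes may explain part of the pattern, but not all of it. Of the 4 treated HT55 libraries this one had the highest colon differentiation score (0.53) and the lowest G2/M score (-0.24). Its Hedgehog score (0.18) lay above all 4 controls, while the other 3 lay below them. A uniform weakening or a mixture with control material would give none of these.

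Processed pseudogenes were higher in treated SW948 libraries for 104 of 148 tested (70.3%), with a median log2 fold change of 0.44, against 56 of 115 in HT55. With the GC and length correction the SW948 median was 0.20, and on plain library totals 0.11. Across 115 pairs, the change of a pseudogene followed that of its parent gene (Spearman rho 0.766). The correlation does not test sharing itself. Reads with more than one alignment were not counted, and parent and pseudogene could also change together, so the source of the rise remains open. For ribosomal protein genes the result depended on the scaling. In SW948, 66 of 79 rose with TMM, with a median log2 fold change of 0.48 (0.50 with DESeq2 size factors), and 39 rose on plain library totals, with a median of 0.145. Their share of gene counts in SW948 went from 6.74% to 7.22%, and the groups overlapped (two-sided exact permutation p = 0.0857). In HT55 the median was -0.008 with TMM, 0.003 with DESeq2 size factors and -0.18 on plain library totals.

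Replication-dependent histone genes with counts in this library type rose while S phase genes fell. Of 9 tested in both lines, 7 rose in both. Over these 9 the median log2 fold change was 1.66 in HT55 and 2.56 in SW948, 1.67 and 2.59 with DESeq2 size factors, and 1.475 and 2.22 on plain library totals. The genes were noticed first and then counted, and copies share reads, so this cannot be told apart from shared reads. Polyadenylated histone transcripts are another possible explanation, which was not tested.

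Genes such as ARFRP1 fell steeply in SW948, and Alu sequence in the messenger RNA was tested as an explanation. Of 11441 protein-coding genes, 22.3% had an Alu motif in their longest coding transcript, and 26.4% of the 658 genes that fell by 2 or more on the log2 scale did. Against genes of like length and expression, the median difference was -0.067 (permutation p = 0.002 over 1000 relabellings). A median over all genes with the motif does not show the steep falls of a minority, so these genes were also tested by themselves. Genes of like length and expression would give 23.9% with the motif in place of 26.4% (one-sided permutation p = 0.042 over 1000 relabellings). The excess is small, most of these genes had no such motif, and an association of this kind leaves open whether Alu sequence contributes to some of the falls. In HT55 the median difference was -0.080, and only 36 genes fell that far, 22.2% of them with the motif (one-sided permutation p = 0.629).

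PTK7 messenger RNA rose in SW948 with TMM normalisation (log2 fold change 0.35). On plain library totals the value was 0.022 and did not pass (edgeR adjusted p = 0.849), so the rise depends on the scaling. The study described lower PTK7 staining of the same line in spheroids. The dose, the time, the culture and the molecule differ, and none of these was tested as an explanation.

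The share of senescence genes that changed was 58.2% in HT55 and 85.2% in SW948 of the genes tested. That is higher in both lines than the values quoted from the study above, which are over a whole list and another list. Over all 80 listed genes the shares were 40.0% and 65.0%. The shares among all tested genes were 54.0% and 80.2%, close to those of the senescence genes tested. These shares ignore direction. With TMM, 26 of the 32 changed senescence genes rose in HT55 and 38 of 52 in SW948. Among all changed genes, 3340 of 6553 and 4865 of 10030 rose. The senescence set passed with camera in both lines (adjusted p = 0.0056 and 0.0032). On plain library totals its score rose less, by 0.115 and 0.23.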
